A study of Mus musculus with 3 samples. Its data were reported in "Single-cell and isoform-specific translational profiling of the mouse brain" (2026).

How the data were processed

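The series holds 3 single-cell RNA-seq libraries, each from the hippocampus of 1 mouse. Per the labels, virus (800 nL) was injected on postnatal day 22 and tissue was taken on postnatal day 25, 72 h later. The target was 10000 cells and 100000 reads per cell in each library. The virus carried RPS2-STAMP, a fusion of the ribosomal protein RPS2 with the cytidine deaminase APOBEC1. The fusion changes C to U in RNAs that ribosomes carrying it contact, and the number of edits per molecule is the study's measure of translation. All 3 libraries form 1 group and share 1 batch label, so no batch could be compared and every comparison lies between cell classes within these mice.

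Each library had a matrix of UMI counts (unique molecular identifiers, 1 per captured RNA molecule) that the authors had made with Cell Ranger 8.0.0 per the file headers, on a mouse reference of build GRCm38 (mm10) to which the sequence of the transgene had been added as a feature named Stamp. The methods text of the study names an older release of the same program. The matrices are unfiltered and hold 2722158, 2801717 and 3041318 barcodes. The feature and barcode lists deposited with them hold names, not measurements. Each library also had a deposited table of raw edit counts per cell and gene, in whole numbers. The authors describe calling edits with MARINE after reads that repeat a UMI had been left out, and the removal of known variants, sites of few edits, antisense sites and sites edited in a large part of the reads. Whether each of these steps was taken before the deposited table was written is not stated, so sites that the study removed, or repeated reads, may remain in it. Of 655065, 433028 and 419237 gene–cell pairs with edits in mice 1, 2 and 3, 10321, 5870 and 9258 held more edits than UMIs, which several edits on a molecule or repeated reads would give. Neither table had been normalised.

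The edit tables hold 11277, 10376 and 9704 cells in mice 1, 2 and 3, and 7801, 6732 and 6693 genes. Every cell in them had at least 1 UMI of the transgene, at most 9.99, 10.0 and 9.93% mitochondrial UMIs and at most 10.0, 20.0 and 15.0% UMIs of Gm42418, a gene that overlaps ribosomal RNA repeats. The study's stated limits were applied to these cells: 2000 to 10000 genes left 9510, 8067 and 8320 cells, at most 5% mitochondrial UMIs left 9269, 7858 and 7988, and at most 7.5, 10 and 15% Gm42418 left 8952, 6979 and 7988. The methods word both the mitochondrial and the Gm42418 limits as counts. Both were read here as percent of UMIs. Scrublet, as in scanpy, was run per mouse on all barcodes of at least 2000 genes. It called 0.231, 0.112 and 0.240% of the cells in the edit tables, against 92.7, 76.7 and 87.9% of the 205, 103 and 149 barcodes that were left out of those tables although within their limits. The study's methods describe doublet removal, and doublets appear to have been removed before the edit tables were written. The 19, 8 and 19 cells still called among the filtered ones were removed as well. Cells with fewer than 5 edited genes were then left out, and 19661 cells remained (7588, 5814 and 6259), with a median of 21076.5, 22011.5 and 19982 UMIs per cell.

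Counts were normalised per cell and log-transformed, 3000 highly variable genes among those in at least 5 cells were reduced to 40 principal components, and cells were clustered by the Leiden method at resolution 1 on 15 neighbours. The transgene, Gm42418, Malat1 and mitochondrial genes were left out of the clustering genes. The cell annotation of the study was not used here, so classes were rebuilt from 22 marker lists. A cluster took the name of the class with the highest mean log2 fold over all other cells (mean CPM, UMIs scaled to equal depth per cell, plus 10) when at least 3 of its markers were in 20% of cells at a log2 fold of 1 or more and the class led the next by 0.75. The list of general excitatory markers, which pyramidal classes share, was not counted as the next class. This exception decided the name of 1 cluster, the smaller of the pair called CA3-like, with a mean log2 fold of 1.86 for CA3 markers, 1.29 for general excitatory markers and 0.75 for CA2 markers. Clusters whose 10 leading genes spoke for another class, or whose median UMIs were below those of their own mice divided by 3 with no marker among those genes, stayed unnamed. The marker lists were fixed before the data were examined, as were the tests and alternatives except for those named as chosen later, while the naming limits were set after the clusters, but before any edit rate by class, had been seen. Of 45 clusters 10 stayed unnamed. These held 17.8, 19.1 and 10.3% of the clustered cells. Names built on these markers are written as CA3-like, CA1-like and so on, and differences from the study may come from the rebuilt names.

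The edit rate, EPR in the study's terms, was computed as the sum of edits over the sum of UMI counts of the same gene–cell pairs, over pairs with at least 5 UMIs and over the 8120 genes found in any edit table. It is therefore in edits per UMI, whereas the study speaks of edits per read. These pairs held 524432, 360755 and 309096 edits and 103883577, 83023738 and 75647469 UMIs in mice 1, 2 and 3. One molecule can carry more than 1 edit, and edits are called on the 3′ part of transcripts that this chemistry reads. Edits were used without the regression on transgene RNA that the study applies, because the deposited edits are raw. Corrected edits were an alternative. Their regression was modelled on that of the study, but logs were taken without the 1 that the study adds to the mean edit rate and to transgene CPM. Classes with at least 20 cells in every mouse entered the comparisons. Cells were summed per mouse and class, because cells of 1 mouse are not independent, and SDs are over mice.

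Class totals were compared with a two-sided permutation test of the F statistic (100000 permutations) or, for pairs of classes, an exact two-sided permutation test of 3 against 3 mouse values, whose smallest possible p is 0.1, with the paired sign-flip test as an alternative whose smallest possible p is 0.25. Edits per gene were compared between classes with edgeR's quasi-likelihood test, with the log of the summed UMIs of the same gene–cell pairs as offset, so that the coefficient is a log2 ratio of edit rates. Genes with at least 10 edits over the 6 sums were tested, and p was adjusted by Benjamini-Hochberg. A gene was called at an adjusted p under 0.05. The study used a bootstrap of 10000 resamples with a log2 limit of 0.5 and no adjustment, which was run as an alternative. Gene lists (small and large ribosomal subunit proteins, and translation initiation and elongation factors, by symbol) were tested with fry on that fit. RNA was compared with edgeR on summed UMI counts after TMM scaling and filterByExpr. The mixture of edit rates in CA3-like cells was fitted as in the study, with 2 Gaussian components and a seed of 42. Rank correlations across genes or cells were computed in each mouse and are given as a mean over mice with no p, since genes and cells are not replicates.

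Software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, anndata 0.12.19, scikit-learn 1.9.0, igraph 0.11.9 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Coordinates and biotypes are from GENCODE vM21 (GRCm38), in which 30934 of the 31054 features (99.6%) were found by gene ID. Edit tables give symbols alone; 259, 223 and 223 of their gene names were in no feature row and were left out. Genes overlapping another gene are named as such, because edits and UMIs may have been assigned to them by different rules.

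The tests across genes were tested on simulated data drawn from the real means and library sizes with 200 changed genes. Genes were drawn independently, with no effect of the mouse and no shift shared by all genes of a sum. False calls that such effects would cause, and any gain from blocking, are therefore not measured. For the edit rate, with 2270 genes and a log2 change of 3, 48.0% of changed genes were recovered and 3.03% of calls were false; with the mouse as a block, 38.5% were recovered with 0 false calls by edgeR. For RNA at a log2 change of 1, 63.0% were recovered between CA3-like and CA1-like cells with 8.33% false calls, and 57.9% between the 2 parts of CA3-like cells with 6.56%. The bootstrap recovered 58.1% of changed genes and called 7.30% of unchanged ones, and 0 genes after adjustment. The list test found all 3 lists when moved by a log2 of 1, but in 50 draws with no change it gave a p under 0.05 in 6 for the large subunit list, 1 for the small subunit list and 4 for translation factors. A list p near 0.05 is thus to be read with care.

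Sums of 1 mouse come from 1 animal, which pairs them. The deviations of paired sums from their class means correlated across genes at 0.21, 0.098 and 0.12 for edit rates, 0.50, 0.055 and 0.34 for RNA, and 0.24, 0.29 and 0.24 for RNA of the parts of CA3-like cells. Designs had no block, as in the study, and the fit with the mouse as replicate block was run beside each. Blocking lowered the number of called edit-rate genes to 10.

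Other alternatives fixed beforehand were a minimum of 1 or 10 UMIs per gene–cell pair, no minimum of edited genes, doublets kept, Leiden resolution 2, each mouse left out, transgene-corrected edits, cells matched on transgene CPM in 10 quantile bins, equal gene weights, other gene filters, DESeq2 and the bootstrap, and mixtures on a log scale or per mouse. Alternatives added after the data had been seen were the UMIs of all features as denominator, clusters named from summed counts in place of mean CPM, cells of at least 0.5% mitochondrial UMIs, and genes of at least 200 UMIs with no minimum of edits for the rank correlation. Genes named in the text were the transgene, 5 class markers kept out of the naming lists and genes that the study had put forward, plus, for each test across genes, up to 5 per direction with the largest absolute log2 fold change among called genes of the same sign in all 3 mice. For RNA between CA3-like and CA1-like cells those genes are class markers by construction of the clusters and are not listed. Isoforms and edit types were not analysed here, since the tables give C-to-U edits per gene.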

Results

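Single-cell RNA-seq libraries were collected from the hippocampus of 3 mice, 72 h after injection of a virus carrying RPS2-STAMP. This editor is a ribosomal protein fused to a cytidine deaminase, and the C-to-U edits it leaves on an RNA were used by the study as a record of translation. All 3 libraries belonged to 1 group (n = 3), and no library without the editor was part of it, so edits that do not depend on the editor could not be subtracted. The matrices held 357525415, 366213268 and 383826886 UMIs in mice 1, 2 and 3, of which 205589648, 175985726 and 167988794 lay in the cells of the edit tables. Those tables listed 973541, 701150 and 671825 edits, with a median of 35, 28 and 29 edits per cell. After filtering, 19661 cells were compared, with 5814 to 7588 cells per mouse. The edit rate, in edits per UMI, was computed over gene–cell pairs of at least 5 UMIs, which held 63.4, 66.4 and 58.3% of the edits of the clustered cells, counted before doublets and cells of few edited genes were left out.

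The first question was whether edit rates differ between hippocampal cell classes. Of the classes named from markers, 15 had at least 20 cells in each mouse. Their edit rates differed by more than the spread between mice (F = 7.22, two-sided permutation test, p = 0.00014). The highest means were in CA3-like pyramidal neurons at 0.00790 ± 0.00315 edits per UMI (SD, n = 3), CA1-like pyramidal neurons at 0.00758 ± 0.00296 and dentate granule-like neurons at 0.00681 ± 0.00410. In these 3 classes the spread between mice was large: dentate granule-like cells ranged from 0.00243 in mouse 3 to 0.0106 in mouse 2. Astrocyte-like cells had 0.00399 ± 0.000392, microglia-like cells 0.00346 ± 0.000351 and GABAergic neuron-like cells 0.00296 ± 0.000258. Oligodendrocyte-like cells had 0.00140 ± 0.0000745, endothelial-like cells 0.00112 ± 0.0000982 and immature oligodendrocyte-like cells the lowest mean, 0.00109 ± 0.0000278. Naming clusters from summed counts, an alternative chosen after the data had been seen, gave the largest F (F = 16.7, permutation p = 1e-05, the smallest the permutations can give) and put astrocyte-like cells first. Without mouse 1 the classes no longer passed (F = 2.53, permutation p = 0.0625).

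**Figure D1:**
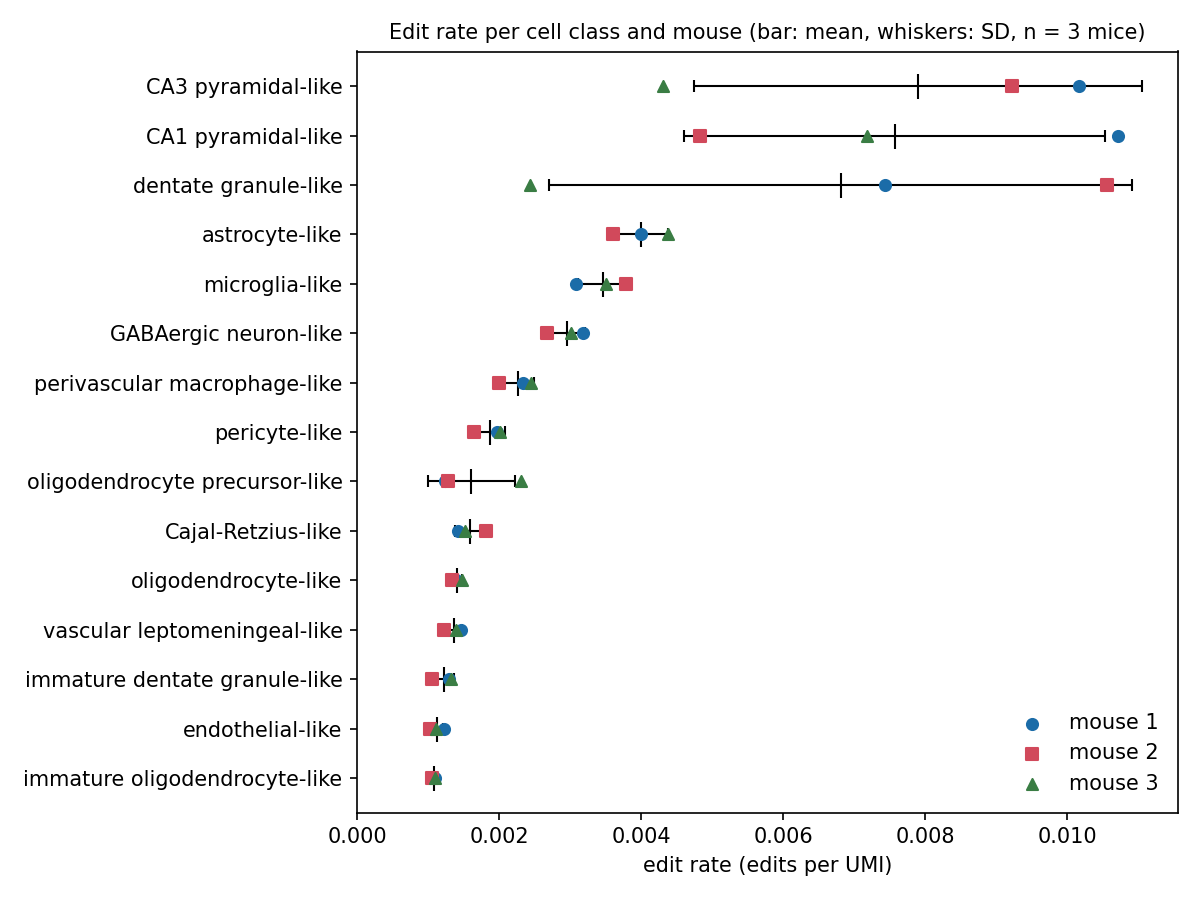
Edit rate in edits per UMI (x axis) for the 15 cell classes named from markers (y axis), with 1 point per mouse and the mean and SD over 3 mice. The values of CA3-like cells run from 0.00430 to 0.0102 and those of oligodendrocyte-like cells from 0.00133 to 0.00148, so the classes of high edit rate are also those in which the mice lie furthest apart.

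The study next compared the 2 pyramidal neuron classes, CA3 and CA1, which differ in position and connections within the hippocampal circuit. It measured EPR per gene and describes normalising edits to transgene expression. The class totals here use raw edits and weigh genes by their UMIs, so they are an unlike measure. CA3-like cells (358, 278 and 410 cells) had edit rates of 0.0102, 0.00923 and 0.00430, and CA1-like cells (896, 840 and 675 cells) 0.0107, 0.00483 and 0.00719. The ratio of CA3-like to CA1-like cells was thus 0.949 in mouse 1, 1.91 in mouse 2 and 0.599 in mouse 3. The ratio of the means was 1.04, and the difference was smaller than the spread between mice (exact two-sided permutation test, p = 1.0, with a smallest possible p of 0.1). The paired sign-flip test over the 3 mice also gave an exact p of 1.0, with a smallest possible value of 0.25. The class ratio changed direction with processing. It was 0.637 when cells were matched on transgene RNA (below 1 in 3 of 3 mice, exact p = 0.3) and 2.09 when the same 4695 genes were given the same weight in both classes (above 1 in 3 of 3 mice, exact p = 0.2). Without mouse 2 it was 0.809 and without mouse 3 it was 1.25. CA3-like cells came from 2 clusters. The smaller (68, 36 and 79 cells) had edit rates of 0.0382, 0.0333 and 0.0155 edits per UMI and the larger (290, 242 and 331 cells) 0.00547, 0.00653 and 0.00321. Naming clusters from summed counts left out the smaller cluster, in which the mean log2 fold was then 1.77 for CA3 and 1.16 for CA2 markers, and the class ratio was 0.669 (exact p = 0.3). Counting the general excitatory markers as a class of their own in the naming would leave out the same cluster.

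**Figure D2:**
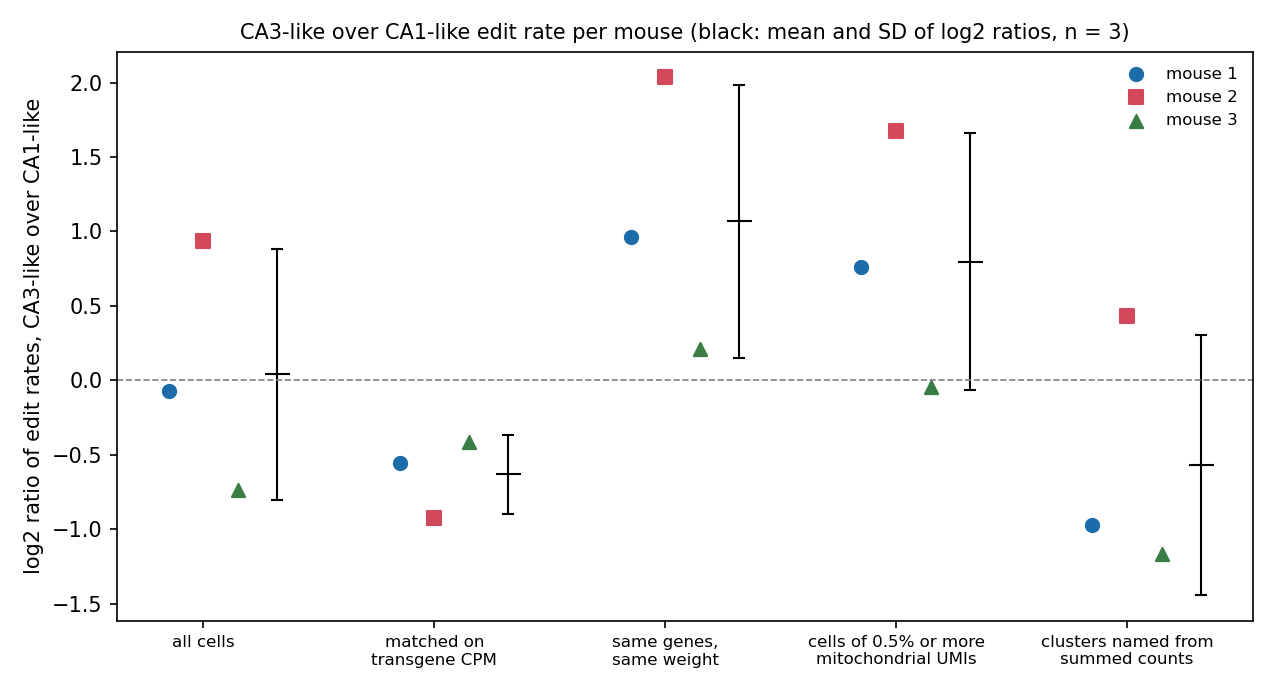
Log2 ratio of the edit rate of CA3-like over CA1-like cells (y axis) in each of 3 mice for 5 ways of computing it (x axis), with the mean and SD of the log2 ratios beside the points. All 3 mice lie below 0 with cells matched on transgene CPM and above 0 with the same genes at the same weight, while the ratios over all cells are 0.949, 1.91 and 0.599.

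Transgene RNA was compared with the edit rate because the amount of editor could set the number of edits. Median transgene levels in CA3-like cells were 6387, 6374 and 3072 CPM (UMIs of the transgene scaled to equal depth per cell) in mice 1, 2 and 3, and in CA1-like cells 3740, 539 and 1840 CPM. Oligodendrocyte-like cells had 403, 248 and 391 CPM. Across cells of 1 class and mouse, the rank correlation of transgene CPM with the edit rate had a mean over mice of 0.83 in CA1-like, 0.81 in CA3-like and 0.79 in dentate granule-like cells, 0.57 in oligodendrocyte-like and 0.43 in astrocyte-like cells, and was lowest in perivascular macrophage-like cells, at 0.15. These are correlations across cells, which are not independent replicates. After a regression on transgene RNA modelled on that of the study, with no 1 added before the logs, they were 0.79, 0.76, 0.74, 0.47, 0.36 and 0.03 for the same classes. Leaving out the minimum of edited genes per cell lowered the mean over classes most, to 0.27.

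The relation of edit rate to RNA level was examined across genes within each class. Over genes with at least 5 edits and 5 UMIs in every mouse, the edit rate fell with RNA level in each of the 8 classes that had at least 30 such genes. The mean rank correlation over mice was −0.72 ± 0.01 (SD, n = 3) in CA3-like cells over 677 genes, −0.72 ± 0.06 in GABAergic neuron-like cells, −0.54 ± 0.03 in oligodendrocyte-like cells over 661 genes, −0.43 ± 0.03 in CA1-like cells over 1352 genes and −0.40 ± 0.02 in astrocyte-like cells over 871 genes. Genes are not independent replicates, so no p is given. The sign depended on the minimum of edits: over genes of at least 200 UMIs in every mouse with no minimum of edits, a choice made after the data had been seen, the mean over classes was 0.18, with 0.27 in oligodendrocyte-like, 0.15 in CA1-like and −0.01 in CA3-like cells.

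Markers of 5 classes that had been kept out of the naming lists were used to see whether edits fall on a gene in the class that expresses it. The GABA-synthesis gene Gad1 (ENSMUSG00000070880, protein coding, chromosome 2, 70553072 to 70602014, plus strand, GRCm38) had 0.0194 ± 0.00631 edits per UMI (SD, n = 3) in GABAergic neuron-like cells, from 64, 51 and 37 edits. It carried 25.8 edits per 100 cells there and 0.0742 in the class next in rank, dentate granule-like cells. The vesicular glutamate transporter gene Slc17a7 (ENSMUSG00000070570, protein coding, chromosome 7, 45163949 to 45176142, plus strand), which overlaps another gene, had 0.0203 ± 0.00984 in excitatory neuron-like cells, with 13.6 edits per 100 cells against 0.741 in oligodendrocyte precursor-like cells. The endothelial gene Ly6c1 (ENSMUSG00000079018, protein coding, chromosome 15, 75044018 to 75048830, minus strand) had 0.00290 ± 0.00110 in endothelial-like cells, with 18.1 edits per 100 cells against 0.108 in oligodendrocyte-like cells. For these 3 genes no other class reached 100 UMIs in every mouse, so their edit rates could not be compared between classes. With at least 1 UMI per gene–cell pair other classes did, and there the own class did not have the highest edit rate: the ratio over the class of highest rate was 0.260 for Gad1 (oligodendrocyte-like cells, 12, 5 and 11 edits), 0.384 for Slc17a7 (astrocyte-like cells, 19, 8 and 16 edits) and 0.175 for Ly6c1 (oligodendrocyte-like cells, 4, 4 and 0 edits), with exact two-sided permutation p of 0.1, 0.1 and 0.4 (adjusted over the markers 0.167, 0.167 and 0.5).

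For the astrocyte glutamate transporter gene Slc1a3 (ENSMUSG00000005360, protein coding, chromosome 15, 8634124 to 8710764, minus strand), which overlaps another gene, edits per 100 cells were 35.5 in astrocyte-like and 4.42 in microglia-like cells, but edit rates were not separated. Astrocyte-like cells had 0.00479 ± 0.00107 edits per UMI (SD, n = 3) and microglia-like cells 0.00728 ± 0.00888, from 9, 14 and 0 edits (ratio 0.657, exact two-sided permutation test, p = 0.8, adjusted over the markers 1.0). The complement gene C1qa (ENSMUSG00000036887, protein coding, chromosome 4, 136895917 to 136898803, minus strand) had 0.00154 ± 0.000489 in microglia-like and 0.00159 ± 0.00117 in perivascular macrophage-like cells (ratio 0.966, exact p = 1.0, adjusted 1.0), with 11.7 and 15.8 edits per 100 cells. The ratio of C1qa was 1.21 without mouse 1. Without mouse 1 the class next in rank for Slc1a3 was immature dentate granule-like, with a ratio of 1.02. With at least 1 UMI per pair the ratio over the class of highest rate was 0.250 for Slc1a3 (CA1-like cells, 11, 2 and 4 edits, exact p = 0.1, adjusted 0.167) and 0.638 for C1qa (astrocyte-like cells, 1, 0 and 1 edits, exact p = 0.6, adjusted 0.6).

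In oligodendrocytes the study had set Slc1a2, a gene of low RNA level there, against Slc24a2, a gene of high RNA level. In oligodendrocyte-like cells Slc1a2 (ENSMUSG00000005089, protein coding, chromosome 2, 102658659 to 102790784, plus strand) had 0.0133 ± 0.00364 edits per UMI (SD, n = 3), from 26, 19 and 43 edits, at 104 ± 36.5 CPM. Slc24a2 (ENSMUSG00000037996, protein coding, chromosome 4, 86983124 to 87230477, minus strand) had 0.000541 ± 0.000108, from 77, 42 and 53 edits, at 3132 ± 45.7 CPM. The edit rate of Slc1a2 was 24.7 times that of Slc24a2 and higher in 3 of 3 mice (exact two-sided permutation test, p = 0.1, the smallest possible). In cells with no UMI of 6 astrocyte markers the ratio was 22.6, resting on 2, 5 and 7 edits of Slc1a2. Astrocyte-like cells, which express Slc1a2 strongly, edited it at 0.00595 ± 0.000827.

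Edit rates of single genes were then compared between CA3-like and CA1-like cells. Of 2270 genes with at least 10 edits, edgeR's quasi-likelihood test called 106 higher in CA3-like cells and 0 lower at an adjusted p under 0.05. At an unadjusted p under 0.05 it gave 428 higher and 9 lower. DESeq2 called 234 higher and 0 lower (458 unadjusted), with no adjusted p for 1320 of the 2270 genes, so its adjustment covered fewer genes. The study's bootstrap, over 1329 genes, gave 235 higher and 4 lower unadjusted and 0 after adjustment. The median log2 ratio over all tested genes was 0.79, so that the whole distribution lay towards CA3-like cells although the class totals did not differ. Relative to the total of each class and mouse the median was 0.65, a shift of 0.15, and 430 genes were called higher and 7 lower. Counts depended on processing more than in any other comparison: with the mouse as replicate block edgeR called 10 genes and 358 at an unadjusted p under 0.05. With cells matched on transgene RNA it called 58 higher and 2 lower with a median of 0.44. With clusters named from summed counts, which left the smaller CA3-like cluster out, it called 68 higher and 1 lower of 1725 genes with a median of 0.42. With at least 1 UMI per gene–cell pair edgeR called 0 genes (438 unadjusted). Leaving out mouse 1 or mouse 2 left 0 calls by edgeR (221 and 148 unadjusted), and leaving out mouse 3 left 4.

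Among the genes named beforehand, the elongation factor gene Eef2 (ENSMUSG00000034994, protein coding, chromosome 10, 81176631 to 81182498, plus strand) had 0.152 ± 0.0458 edits per UMI in CA3-like and 0.0157 ± 0.00930 in CA1-like cells (SD, n = 3), a log2 ratio of 3.28 (SE 0.64, edgeR adjusted p = 0.000596). The ribosomal protein gene Rpl6 (ENSMUSG00000029614, chromosome 5, 121204481 to 121209241, plus strand) had 0.106 ± 0.0313 and 0.0280 ± 0.0141, a log2 ratio of 1.93 (SE 0.55, edgeR adjusted p = 0.0278). Eif4h (ENSMUSG00000040731, chromosome 5, 134619721 to 134639490, minus strand) at 2.23 (SE 0.77, edgeR adjusted p = 0.0683) and Rps7 (ENSMUSG00000061477, chromosome 12, 28630854 to 28635953, minus strand) at 1.34 (SE 0.55, edgeR adjusted p = 0.142) were not called. All 4 were higher in CA3-like cells in 3 of 3 mice. Neither Eef2 nor Rpl6 was called without mouse 1 (edgeR adjusted p = 0.0597 and 0.398) or without mouse 2 (0.154 and 0.432). The same held with at least 1 UMI per gene–cell pair (edgeR adjusted p = 0.0608 and 0.114). Without mouse 3 Rpl6 was not called (edgeR adjusted p = 0.0664), while Eef2 was (0.0213). Rpl6 was also not called with the mouse as replicate block (edgeR adjusted p = 0.155) or without a filter on edits (0.0516). Over all alternatives the edgeR or DESeq2 adjusted p ran from 1.9e-13 to 0.154 for Eef2, from 5.2e-07 to 0.432 for Rpl6, from 6.9e-05 to 0.601 for Eif4h and from 0.00123 to 0.678 for Rps7. Eef2 and Rpl6 overlap other genes, and genes of this kind have processed copies in the genome, so their counts are uncertain. RNA of the 4 genes was lower in CA3-like cells or not different: the log2 ratio was −0.14 for Eef2 (edgeR adjusted p = 0.322), −0.25 for Rpl6 (0.394), −0.59 for Rps7 (0.0634) and −0.60 for Eif4h (0.00113). With the mouse as replicate block Rps7 and Rpl6 were called lower in RNA too, at −0.59 and −0.23 (edgeR adjusted p = 0.000193 and 0.0416), and Eef2 was not (0.221). With clusters named from summed counts Eef2, Rpl6 and Rps7 were called lower in RNA as well, at −0.48, −0.58 and −1.12 (edgeR adjusted p = 0.00356, 0.0298 and 0.000585). Over all alternatives the adjusted p for RNA by edgeR or DESeq2 ran from 0.00356 to 0.705 for Eef2, from 0.0298 to 0.522 for Rpl6, from 0.000193 to 0.202 for Rps7 and from 7.3e-05 to 0.0272 for Eif4h.

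By the rule of largest change, the remaining genes named were Scarb2, Eif4b, Hpcal4 and Eif3m. Scarb2 (ENSMUSG00000029426, protein coding, chromosome 5, 92441314 to 92506833, minus strand) had a fitted log2 ratio of 4.61 (SE 1.23, edgeR adjusted p = 0.0209). It rested on 32 edits in 743 UMIs of CA3-like cells and 1 edit in 691 UMIs of CA1-like cells, a ratio of 29.8 with a 95% counting interval from 4.97 to 1212. Eif4b (ENSMUSG00000058655, chromosome 15, 102073773 to 102097173, plus strand) stood at 3.40 (SE 1.00, edgeR adjusted p = 0.0342), Hpcal4 (ENSMUSG00000046093, chromosome 4, 123183227 to 123194701, plus strand) at 3.30 (SE 0.69, edgeR adjusted p = 0.00109) and Eif3m (ENSMUSG00000027170, chromosome 2, 104999656 to 105017080, minus strand) at 3.22 (SE 0.78, edgeR adjusted p = 0.0115). Each was higher in CA3-like cells in 3 of 3 mice. The size of the log2 ratio depended on processing. Over all alternatives it ran from 1.08 to 6.01 for Scarb2 and from 2.19 to 3.85 for Eif4b. For Hpcal4 it ran from 1.80 to 5.14 and for Eif3m from 1.59 to 4.01. The lowest values came with at least 1 UMI per gene–cell pair, or for Eif4b with cells matched on transgene RNA. With the mouse as replicate block Eif4b was not called (edgeR adjusted p = 0.0839), while Scarb2 (0.0487), Hpcal4 (0.0173) and Eif3m (0.0173) were. None of the 4 was called without mouse 1 or without mouse 2, with edgeR adjusted p from 0.0597 for Hpcal4 to 0.178 for Scarb2 without mouse 1 and from 0.413 for Eif3m to 0.725 for Eif4b without mouse 2. Over all alternatives the lowest adjusted p by edgeR or DESeq2 was 0.000430 for Scarb2, 0.000722 for Eif4b, 3.3e-11 for Hpcal4 and 1.6e-07 for Eif3m, and the highest 0.675, 0.725, 0.475 and 0.413.

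Genes of the translation machinery were compared because the study had found them enriched among genes of higher edit rate in CA3 neurons. The 32 small subunit ribosomal protein genes tested had a median log2 ratio of 1.24, the 46 large subunit genes 1.40 and the 27 translation factor genes 1.49 (p = 0.0222, 0.0135 and 0.0261 in that order, from fry on the edgeR fit and not from a permutation). Relative to the median of all tested genes these were 0.44, 0.61 and 0.70. The fry test asks whether the genes of a list differ between the classes, not whether they differ more than other genes. Its p therefore does not measure this lead, which was not tested. This lead depended on the cells: for small subunit genes it shrank to 0.070 in cells of at least 0.5% mitochondrial UMIs and grew to 0.79 with clusters named from summed counts, and for translation factor genes it shrank to 0.087 with at least 10 UMIs per gene–cell pair. All ribosomal protein genes and 26 of the translation factor genes lay above 0. Of these lists 4, 6 and 9 genes were called over all genes, and 8, 33 and 13 when adjusted over the list alone, which is not independent evidence because the study chose the lists on these mice. Summed over the small subunit list, the edit rate was 0.0636 ± 0.00797 in CA3-like and 0.0267 ± 0.00982 in CA1-like cells (SD, n = 3), with ratios of 2.46, 4.17 and 1.5 in mice 1, 2 and 3. For the large subunit list it was 0.0589 ± 0.00649 and 0.0230 ± 0.00993, and for translation factors 0.0492 ± 0.0173 and 0.0162 ± 0.00599. Each of the 3 totals was higher in 3 of 3 mice (exact two-sided permutation test, p = 0.1, the smallest possible, and paired sign-flip p = 0.25). With the mouse as replicate block no list passed (p = 0.0727, 0.0664 and 0.0920, from fry and not from a permutation). Without mouse 1 the values were 0.160, 0.122 and 0.111, and without mouse 2 0.0657, 0.0587 and 0.188.

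**Figure D3:**
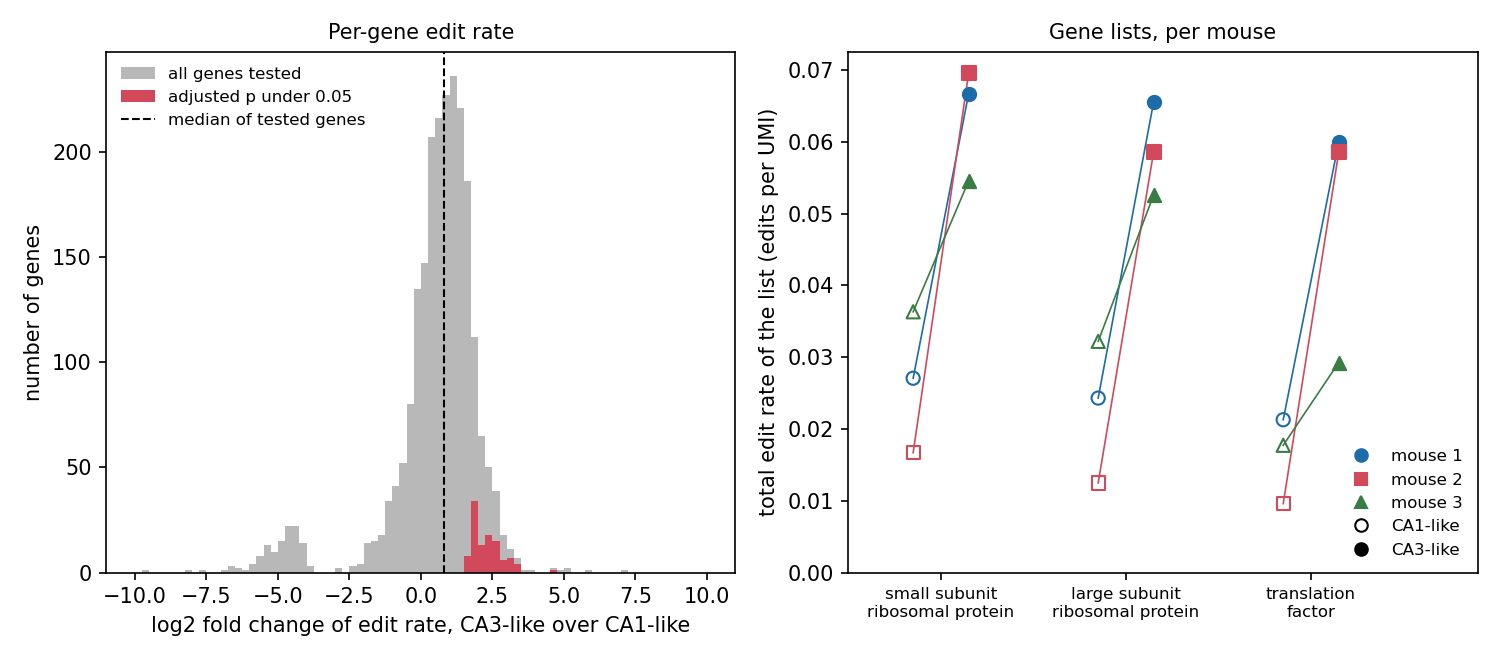
Left, number of genes (y axis) by log2 ratio of edit rate, CA3-like over CA1-like cells (x axis), for all 2270 genes tested and for the 106 called, with the median of 0.79 as a dashed line. Right, total edit rate of each of 3 gene lists (y axis, edits per UMI) per mouse, where open symbols are CA1-like and filled symbols CA3-like cells, and the filled symbol lies above the open one in 3 of 3 mice for each list.

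RNA levels were compared in the same sums to see whether edit-rate differences follow RNA differences. Of 14566 genes, edgeR called 4193 higher and 4589 lower in CA3-like cells, a count that is in part built in because the clusters were separated by their RNA. Of the 106 genes called by edit rate, 37 (34.9%) had an absolute log2 ratio of RNA of at most 0.5, as had 34.7% of all 2270 genes tested. In RNA 7 of the 106 genes were called higher in CA3-like cells, 69 lower and 30 in neither direction. Across the tested genes the rank correlation of the log2 ratios of edit rate and RNA was −0.11. Transgene RNA itself had a log2 ratio of 0.83 (edgeR adjusted p = 0.182), with 7596 ± 3462 CPM in CA3-like and 4324 ± 2721 CPM in CA1-like cells (SD, n = 3). In these sums it was higher in CA3-like cells in 2 mice. In mouse 3 it was lower, at 3747 against 4712 CPM, although the median over cells was higher there.

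The study divided CA3 neurons into states of high and low edit rate with a mixture of 2 Gaussian components. In CA3-like cells the higher component held 37.4, 39.2 and 22.4% of cells in mice 1, 2 and 3 (33.0% ± 9.21, SD, n = 3), or 335 of 1046 cells. The component means were 0.0294 and 0.00233 edits per UMI. Over the alternatives the mean share ran from 27.1 to 39.0%. Since the parts were defined by the edit rate, the rate itself was not tested between them. Median transgene RNA was 19088, 13960 and 9728 CPM in the higher part and 4177, 4185 and 1497 CPM in the lower part (ratio of means 4.34, exact two-sided permutation test, p = 0.1, the smallest possible). Median UMIs per cell were 18305, 19209 and 19808 against 21600.5, 20614 and 25917.5 (ratio 0.841, exact p = 0.1). The median mitochondrial share was 2.26, 2.74 and 2.80% in the higher part and 0.102, 0.0936 and 0.172% in the lower part (ratio 21.2, exact p = 0.1).

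**Figure D4:**
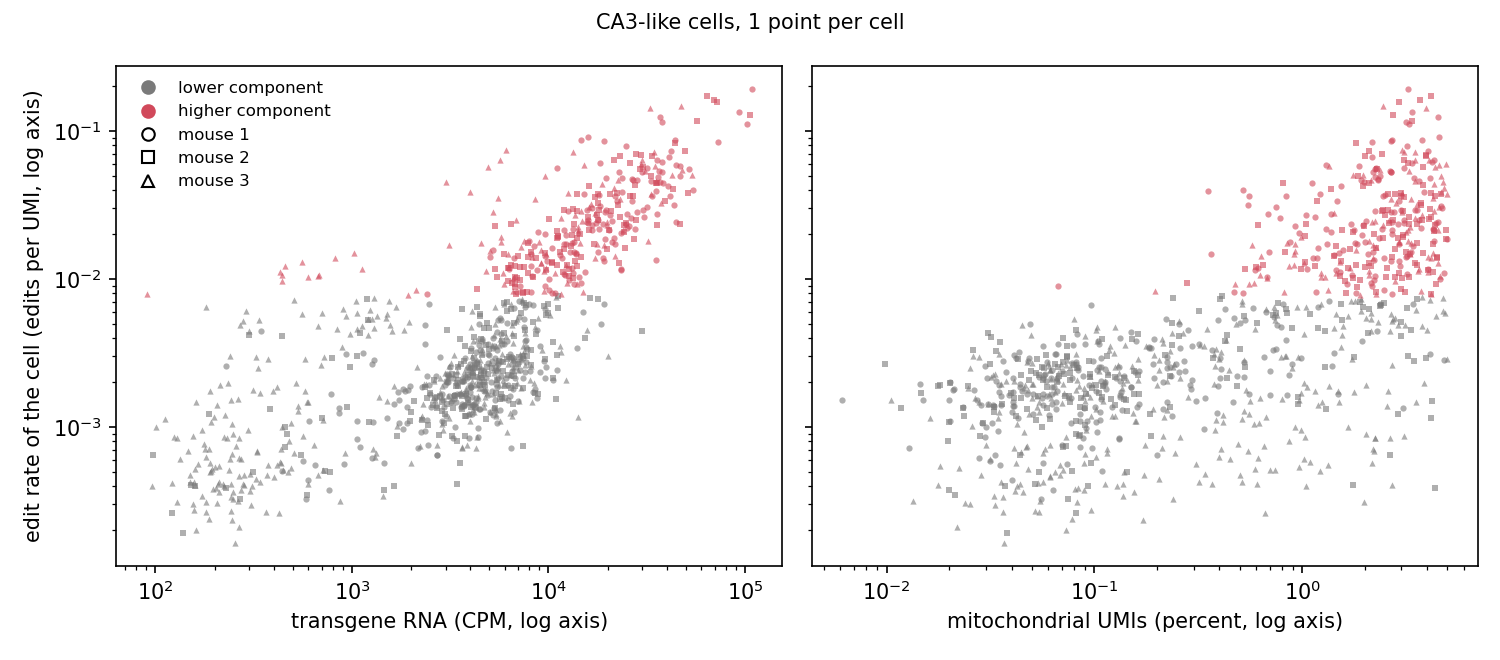
Edit rate of single CA3-like cells (y axis, edits per UMI, log axis) against transgene RNA in CPM (left, log axis) and against the percent of mitochondrial UMIs (right, log axis), coloured by mixture component with 1 symbol shape per mouse. Of 1046 cells, 1 with no mitochondrial UMI is not on the right axis, and the higher component has median mitochondrial shares of 2.26, 2.74 and 2.80% against 0.102, 0.0936 and 0.172% in the lower component.

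RNA of the 2 parts of CA3-like cells was compared to find genes that go with the edit rate. Of 11739 genes, edgeR called 2576 higher and 2033 lower in the higher part. This count is in part built in, because the parts hold the 2 CA3-like clusters, which were separated by their RNA, in unlike shares. In mice 1, 2 and 3 the higher part took 95.6, 88.9 and 50.6% of the smaller cluster. Of the larger it took 23.8, 31.8 and 15.7%. With cells matched on transgene RNA the calls fell to 523 higher and 91 lower, the alternative that moved the count most, and with clusters named from summed counts to 810 higher and 459 lower. The transgene was higher by a log2 ratio of 2.28 (edgeR adjusted p = 0.000388, and 5.9e-16 to 0.674 over the alternatives, the last after matching on the transgene itself). The largest called increases were Fam43a (ENSMUSG00000046546, chromosome 16, 30599723 to 30602797) at 4.41 (SE 0.71, edgeR adjusted p = 0.00122), Ramp3 (ENSMUSG00000041046, chromosome 11, 6658521 to 6677475) at 4.20, Igfbp4 (ENSMUSG00000017493, chromosome 11, 99041244 to 99054392) at 3.62, Gal (ENSMUSG00000024907, chromosome 19, 3409915 to 3414544) at 3.40 and Cst6 (ENSMUSG00000024846, chromosome 19, 5344705 to 5349574) at 3.24. The largest decreases were Col11a1 (ENSMUSG00000027966, chromosome 3, 114030540 to 114220718) at −3.21 (SE 0.22, edgeR adjusted p = 0.000297), Vit (ENSMUSG00000024076, chromosome 17, 78508064 to 78627408) at −3.00, Lrp2 (ENSMUSG00000027070, chromosome 2, 69424340 to 69586065) at −2.96, Zfhx3 (ENSMUSG00000038872, chromosome 8, 107942644 to 108961630), which overlaps another gene, at −2.87 and Frmd7 (ENSMUSG00000036131, chromosome X, 50895180 to 50942710) at −2.65. These 10 protein-coding genes had the same sign in 3 of 3 mice, and most were of low level, with 6.01 CPM for Fam43a and 38.9 CPM for Col11a1 in the part where each was higher. Lrp2 lost its call without mouse 1 or mouse 2 (edgeR adjusted p = 0.0580 and 0.0730), Frmd7 without mouse 2 (0.0690), Igfbp4 without the filter on low counts (0.0582) and with clusters named from summed counts (0.386), and Zfhx3 with doublets kept (0.0501, log2 ratio −1.41); over all alternatives the adjusted p of these 4 genes went down to 1.0e-05, 1.9e-05, 1.9e-05 and 2.0e-05.

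Of the genes that the study had examined in these states, Grin2b (ENSMUSG00000030209, chromosome 6, 135713233 to 136173511) had a log2 ratio of RNA of −0.42 (edgeR adjusted p = 0.0705), Celf4 (ENSMUSG00000024268, chromosome 18, 25477632 to 25754157) −0.37 (edgeR adjusted p = 0.0269), Camk2a (ENSMUSG00000024617, chromosome 18, 60925618 to 60988152) −0.19 (edgeR adjusted p = 0.294) and Luc7l2 (ENSMUSG00000029823, chromosome 6, 38551334 to 38609470) −0.73 (edgeR adjusted p = 0.000931). Celf4 and Camk2a overlap other genes. With the mouse as replicate block Grin2b was called (edgeR adjusted p = 0.00270). With cells matched on transgene RNA none of the 4 was called, and the direction changed for Grin2b, to 0.0055, and for Camk2a, to 0.22. Celf4 lost its call when any 1 mouse was left out, with edgeR adjusted p from 0.0983 without mouse 3 to 0.118 without mouse 1, and with clusters named from summed counts (0.813). Over all alternatives the adjusted p by edgeR or DESeq2 ran from 0.00270 to 0.987 for Grin2b, from 0.00603 to 0.813 for Celf4, from 0.114 to 0.672 for Camk2a and from 5.8e-07 to 0.335 for Luc7l2.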

Values the study reported

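The study kept 19,610 cells after its filters, including the removal of cells with few edited genes. It described a higher edit rate in CA3 than in CA1 neurons, measured as EPR per gene, and an excess of genes with a higher edit rate in CA3. For higher translation in CA3 it also drew on RIBOmap and STARmap data, long reads and labelling of newly made proteins. Further evidence came from staining of translation machinery proteins and of a phosphorylated initiation factor. None of this other evidence was examined here. Of the genes whose edit rate differed between CA3 and CA1, the study gave 37% as having a modest change in RNA, without stating in the text what counts as modest. It also gave 31% of the genes with a higher edit rate in CA3 as carrying a 5′ terminal oligopyrimidine motif, a property that was not examined here. In a check on editor level, it compared CA3 neurons of the high and low states within the 0.65 to 0.8 quantiles of Ribo-STAMP RNA and still found a higher edit rate in the high state.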

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

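One test in this part, on the gene names, was chosen only after its result was seen, in that it was first run in 1 direction and then widened. The series has 1 group, so no biological explanation was tested for either signal.

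Edits were listed at gene–cell pairs in which the matrix held no UMI of that gene, a signal outside the pairs used for edit rates. There were 10203, 6927 and 6575 such edits in mice 1, 2 and 3, or 1.22, 1.26 and 1.22% of the edits of the clustered cells. An edit is called on a read, so a pair without a UMI should hold none if both tables counted the same reads. One candidate explanation is that overlapping genes were given edits by one rule and UMIs by another. In that case the share should be higher for genes that overlap another gene on the same strand. It was lower: 0.771, 0.662 and 0.684% for these genes against 1.38, 1.48 and 1.42% for the others, with a lowest ratio over mice of 0.447. Overlap on the same strand therefore is not the main source, while reads that one program counted and the other did not remain open and were not tested. These pairs fall below the minimum of 5 UMIs and do not enter the edit rates of the report. With at least 1 UMI per pair in place of 5, which also leaves them out, the CA3-like over CA1-like ratio was 1.16.

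Edits were also listed for gene names that no feature row holds, which left them without UMIs and outside every comparison. There were 25551, 17844 and 17733 such edits in mice 1, 2 and 3, or 2.62, 2.54 and 2.64% of all edits listed. A candidate explanation is that the edits were annotated with another release of the gene annotation than the UMIs. Of the 291 names, 55.7% shared a RefSeq gene with a symbol of the feature list, as symbol or synonym on either side, and these carried 64.9% of the edits concerned. When the names were looked up as synonyms alone, the share was 2.06%. The wider test leaves the other names unexplained, so another release may account for a part of them, not for all.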

How the results depend on the processing

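Alternatives chosen only after results were seen were the UMIs of all features as denominator, clusters named from summed counts, cells of at least 0.5% mitochondrial UMIs, and genes of at least 200 UMIs with no minimum of edits. In all, 90 results gave 1041 values under alternatives, of which 854 kept their direction, their side of the threshold and, for counts and values without a test, their size. Where a value changed, the cause was not tested unless stated.

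The CA3-like over CA1-like ratio of 1.04 changed direction with cells matched on transgene RNA (0.637), at least 10 UMIs per pair (0.895), transgene-corrected edits (0.891), UMIs of all features (1.00, marginally below 1) and clusters named from summed counts (0.669). Leaving out 1 mouse gave 0.809 to 1.25. It was not past a threshold in any of these, and the design with an exact p of at least 0.1 could not have put it there.

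The F statistic over classes stayed past its threshold except without mouse 1, and over the mice left out it ran from 2.53 to 11.5. C1qa over the class next in rank changed direction without the minimum of edited genes (1.02), and over the mice left out it ran from 0.786 to 1.21. For Slc1a3 the range over the mice left out was 0.463 to 1.02, where the highest value is over another class, immature dentate granule-like cells in place of microglia-like cells. With at least 1 UMI per pair the ratios were 0.250 for Slc1a3 and 0.638 for C1qa, and for the markers with no other class to compare at 5 UMIs they were 0.260 for Gad1, 0.384 for Slc17a7 and 0.175 for Ly6c1, so that for none of the 5 markers the highest value was that of its own class. Few edits stand behind this: the class of highest value had 1, 0 and 1 edits of C1qa, 4, 4 and 0 of Ly6c1 and 11, 2 and 4 of Slc1a3 in mice 1, 2 and 3.

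The rank correlation of edit rate with RNA across genes, negative in 8 classes, became 0.18 as a mean over classes without the minimum of edits. It turned positive in CA1-like (0.15), GABAergic neuron-like (0.11), astrocyte-like (0.33), endothelial-like (0.28), microglia-like (0.37) and oligodendrocyte-like cells (0.27). By its construction this alternative admits genes of low edit rate that the minimum kept out. The mean rank correlation with transgene RNA over classes moved to 0.50 with at least 1 UMI per pair, 0.27 without the minimum of edited genes and 0.46 at Leiden resolution 2. It fell below 0 in microglia-like (−0.10) and pericyte-like cells (−0.039) without that minimum. These means cover the classes shared with the 15 at the settings of the report, which were 15, 15 and 13 of them.

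The count of 106 genes with a different edit rate was the least stable. It was 10 with the mouse as replicate block, 32 without a filter on edits, 178 with the study's gene filter, 437 relative to the class totals, 234 with DESeq2 (no adjusted p for 1320 genes), 60 with cells matched on transgene RNA, 208 in cells of at least 0.5% mitochondrial UMIs, 69 with clusters named from summed counts, in which 1725 genes were tested, 0 with at least 1 UMI per pair (edgeR, 438 unadjusted) and 58 with at least 10. The bootstrap, over 1329 genes, gave 239 unadjusted and 0 adjusted, where its smallest p was 0.0156. Leaving out 1 mouse gave 0 to 4 (148 to 394 unadjusted, by edgeR). The list tests lost significance with the mouse as replicate block (p = 0.0727 for small subunit proteins, 0.0664 for large subunit proteins and 0.0920 for translation factors, from fry and not permutation). They also did so with at least 10 UMIs per pair for small subunit proteins (0.0504) and translation factors (0.0901), and with at least 1 UMI for translation factors (0.0655). Leaving out 1 mouse gave 0.0638 to 0.160, 0.0429 to 0.122 and 0.0609 to 0.188, with fewer sums in the fit.

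The 4609 genes that differed in RNA between the parts of CA3-like cells fell to 614 with cells matched on transgene RNA, in which fewer cells and 8260 genes were compared. They fell to 1269 with clusters named from summed counts, where the smaller CA3-like cluster was left out and fewer cells were compared. Without 1 mouse they fell to 2591 to 3527. Under the same matching Grin2b (0.0055) and Camk2a (0.22) changed direction. Beyond the edit-rate count, the list tests and single named genes, blocking by mouse changed no other call.

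Of the remaining values of single classes, lists and markers, 300 were the same and 70 moved beyond their spread under alternatives, and 143 were the same and 1 moved with a mouse left out. Of single named genes, 218 values were the same, 14 crossed the threshold upwards and 20 lost it, and with a mouse left out 59, 2 and 22. Named genes with too few edits under a stricter filter gave no value there, and transgene-corrected edits, which are no longer counts, were used for totals and correlations alone. Depth limits marker and single-gene values: 1 edit in 691 UMIs of CA1-like cells sets the ratio of Scarb2.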

Other observations

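Tests chosen only after their result was seen were those of the regression slope, of the side of 1 at equal gene weights and in cells of at least 0.5% mitochondrial UMIs, of a skewed distribution against 2 components, of variants or errors in calling, of transgene RNA as the cause of the single-gene differences and of the Slc1a2 rate between oligodendrocyte-like and astrocyte-like cells, as well as the use of such cells and of genes of at least 200 UMIs. The libraries form 1 group, so no biological explanation was tested for any pattern in this part.

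The CA3-like over CA1-like edit rate lay on both sides of 1, with an SD over mice of 0.84 on the log2 scale. That different genes carry the reads of the 2 classes is argued against as the reason why mice differ, since with the same genes at the same weight the SD was 0.92. It remains a candidate explanation for the ratios lying on both sides of 1, because at that weight they were 1.95, 4.10 and 1.15, above 1 in 3 of 3 mice. A few genes taking most of the reads are argued against too, because without the 10 genes with the most reads the ratios were 0.962, 1.89 and 0.600, with 1 mouse above 1. Cells with little mitochondrial RNA weighed differently in the 2 classes by mouse are argued against as the reason why mice differ, since in cells of at least 0.5% mitochondrial UMIs the SD was 0.86. For the sides of 1 they stay open: in those cells the ratios were 1.70, 3.20 and 0.967, above 1 in 2 of 3 mice and higher than over all cells in each. A difference in transgene RNA between the 2 classes that varies by mouse remains a candidate explanation both for the spread and for the sides of 1: in cells matched on transgene CPM the SD fell to 0.26 and all 3 ratios lay below 1. In mouse 2, where CA3-like cells had the higher edit rate, median transgene RNA was 6374 CPM in CA3-like and 539 CPM in CA1-like cells, a wider gap than in the other two.

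The pair of clusters behind the CA3-like class differed by more than the classes compared. The smaller cluster, with 68, 36 and 79 cells, held 23634, 11311 and 9382 edits, against 20144, 19741 and 19780 in the larger cluster of 290, 242 and 331 cells. In the smaller cluster 95.6, 88.9 and 50.6% of cells fell in the higher component of the mixture, and in the larger cluster 23.8, 31.8 and 15.7%. Median mitochondrial shares were 2.27, 2.36 and 2.69% in the smaller and 0.158, 0.344 and 0.200% in the larger cluster. Median transgene RNA was 27632 and 23779 CPM in the smaller cluster of mice 1 and 2, against 5228 and 5855 CPM in the larger, but in mouse 3 it was 1128 against 3447 CPM, while the edit rate was still higher in the smaller cluster. Whether these clusters are CA3 neurons of different condition or different cells was not tested.

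In CA3-like cells and some other classes the edit rate also went with the share of mitochondrial UMIs. In mice 1, 2 and 3, 54.5, 46.4 and 51.7% of CA3-like cells had under 0.5% mitochondrial UMIs, as had 56.4, 36.8 and 47.1% of GABAergic neuron-like and 16.2, 10.0 and 14.8% of CA1-like cells. CA3-like cells below that share had edit rates of 0.00247, 0.00196 and 0.00130 edits per UMI and those above it 0.0209, 0.0165 and 0.00795. The rank correlation across CA3-like cells had a mean over mice of 0.72. That the mitochondrial share only follows transgene RNA is argued against, since the partial rank correlation given transgene CPM was 0.64 in CA3-like cells. It was 0.75 in GABAergic neuron-like and 0.35 in CA1-like cells, but 0.062 in endothelial-like and 0.0090 in oligodendrocyte-like cells, so the relation is not general. Droplets that held damaged cells or nuclei stay open. Because CA3-like cells fall below the share more often than CA1-like cells, comparisons of these classes may depend on it: in cells of at least 0.5% the class ratio was 1.76 in place of 1.04.

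For the part of CA3-like cells with a higher edit rate, 4 technical explanations were weighed. A 2-component mixture forced on 1 skewed distribution stays open: on log10 edit rates, 2 Gaussian components had a lower Bayesian information criterion (BIC) than 1 skew-normal distribution in 2 of 3 mice, with differences of 55.5, 4.63 and −7.92, and mouse 3 went the other way. A test set beforehand, of whether the log10 scale preferred 2 components over 1 and gave a like share, went against this explanation but was dropped, because a skewed distribution would pass it as well. More nuclear RNA in the droplets of the other cells stays open too. The Malat1 share was 1.22, 1.27 and 1.23 times higher in the lower part, the direction this explanation needs but short of the 2-fold limit set beforehand, and it was left open after these values had been seen because no value goes against it. Higher transgene RNA in the higher part remains a candidate explanation, with a lowest ratio over mice of 3.34. In mouse 3 the smaller cluster had a lower median of transgene RNA than the larger, but 50.6% of its cells fell in the higher part. That median therefore cannot decide for the parts, whose ratio in mouse 3 was 6.50. Loss of cytoplasmic RNA from the other cells before capture stays open. The limits written beforehand asked for a ribosomal protein RNA share lower by over 2-fold in 3 of 3 mice and for fewer UMIs in the lower part. The share was 2.06, 1.76 and 1.90 times higher in the higher part, and the lower part held more UMIs, so by those limits this explanation fails. It was left open after these values had been seen, because the minimum of 5 edited genes per cell keeps cells of low edit rate only when they hold many UMIs, which biases the count of UMIs. Without that minimum the median UMIs of the higher part were 1.01, 1.29 and 0.771 times those of the lower.

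After the regression on transgene RNA modelled on that of the study, the edit rate still tracked the transgene across cells. A candidate explanation is that the regression works on the mean over edited genes, which rises with transgene RNA less steeply than the total edit rate. The slope of the log total edit rate on log transgene CPM had a mean over mice of 0.52, and the slope of the log mean over edited genes was 0.120, 0.121 and 0.124. The study's formula adds 1 to the mean edit rate and to transgene CPM before taking the logs. The slopes here were fitted without an added 1. What the study's own formula would leave of the relation was therefore not measured. A correction by a shallow slope could remove a part of the relation only. The rank correlation in CA1-like cells was 0.79 after the regression run here.

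The fall of edit rate with RNA level across genes may come from the minimum of edits. Genes entered with at least 5 edits, so a gene of low RNA level needed a high edit rate to enter. Over genes of at least 200 UMIs without that minimum, the mean rank correlation over 5 classes was 0.14, so the negative sign is in line with selection by the minimum. Few genes of very high RNA level with low edit rates are argued against: without the 10% of genes of highest RNA level the mean was −0.46. What relation would be seen with neither kind of selection stays open, since a minimum of UMIs also selects.

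Slc1a2 was edited in oligodendrocyte-like cells. Slc1a2 molecules of astrocytes in oligodendrocyte droplets are a candidate source: oligodendrocyte-like cells with at least 5 Slc1a2 UMIs held 5.01, 5.85 and 3.73 times the astrocyte-marker UMIs of the others, with 0.882, 0.975 and 1.33 UMIs per 10000 in mice 1, 2 and 3. The Slc1a2 edit rate in oligodendrocyte-like cells was 2.24 times that in astrocyte-like cells and higher in 3 of 3 mice (exact two-sided permutation test, p = 0.1, the smallest possible). This would speak against astrocyte molecules as the whole source if such molecules carried the astrocyte rate, which does not appear to hold for markers outside their own class: with at least 1 UMI per pair Gad1 had 0.0784 edits per UMI in oligodendrocyte-like and 0.0204 in GABAergic neuron-like cells. Whether they are a part of the signal or the whole stays open.

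Long noncoding RNAs carried edits, although they are not translated. Their edit rate was 0.330, 0.509 and 0.426 times that of all genes in CA3-like cells and 0.155, 0.125 and 0.155 times in CA1-like cells of mice 1, 2 and 3. Malat1 had 0.00296 ± 0.00164 edits per UMI in CA3-like and 0.000762 ± 0.000346 in CA1-like cells (SD, n = 3). Variants or errors in calling, which need no editor, are argued against as the whole source, because they would give a gene the same rate in both classes of a mouse. The edit rate of Malat1 was 2.58, 11.3 and 1.79 times higher in CA3-like than in CA1-like cells, and that of all long noncoding RNAs 2.02, 7.77 and 1.65 times. Editing that does not need translation, such as by free editor, could give these edits. The limits set beforehand asked for ratios within 2-fold of all genes in both classes of 3 of 3 mice, and the lowest ratio was 0.125, so editing at the rate of translated genes is argued against. Slower editing of this kind was left open after the values had been seen: editing by free editor and contact of these RNAs with ribosomes cannot be told apart, as no library held an editor without the ribosomal protein.

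Single genes had a higher edit rate in CA3-like than in CA1-like cells, with a median log2 ratio of 0.79. Higher transgene RNA in CA3-like cells is argued against as the whole cause: in matched cells the median was 0.44, and 58 genes were still called higher and 2 lower. It may be a part of the cause, as the median fell. The gene lists did not follow the class total: with clusters named from summed counts the class ratio was 0.669, while the list totals were 2.37 times higher in CA3-like cells for small subunit proteins, 2.43 for large subunit proteins and 2.49 for translation factors, each in 3 of 3 mice. Why these lists lie above other genes stays open, and differences in where and how far ribosomal protein transcripts can be edited were not tested.

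Counts of splits cannot exclude chance for any of the tests across genes, because 6 sums make 10 splits into 3 and 3. For the edit rate per gene between CA3-like and CA1-like cells, 2 of the 10 splits gave as many called genes. The other split, with 120 genes, set CA1-like cells of mouse 1 and CA3-like cells of mice 1 and 2 against the remaining sums, and these are the 3 sums of highest median transgene RNA (3740, 6387 and 6374 CPM) against the 3 of lowest. A grouping by transgene RNA thus gave as many genes as the grouping by class, and with cells matched on transgene RNA 60 genes were called between the classes. For CA3-like against CA1-like RNA, for RNA of the higher against the lower part and for each of the small subunit, large subunit and translation factor lists, 1 of the 10 splits, the real one, gave a result as large. For RNA the gap was wide: edgeR called 8782 genes between the classes and 4609 between the parts under the real split, and 0 under each of the other splits, with at most 229 and 440 genes at an unadjusted p under 0.05 (DESeq2 was not run on these splits). Because sums of 1 mouse are paired, the real split was also set against the 4 splits that part all 3 pairs, of which 1 gave as many edit-rate genes, and the split with 120 genes parts 1 pair.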
